A study of Mus musculus with 18 samples. Its data were reported in "GCLiPP: global crosslinking and protein purification method for constructing high-resolution occupancy maps for RNA binding proteins" (2023).

How the data were processed

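The series held 18 samples from mouse T cells of the C57BL/6 strain: 10 GCLiPP libraries (6 from Th2 cells, 4 from CD8 cells) and 8 RNA-seq libraries. GCLiPP (global cross-linking and protein purification) maps stretches of RNA held by any protein: cells are irradiated with ultraviolet light, proteins are biotinylated and captured with the RNA bound to them, the RNA is trimmed with RNase T1, and the protected fragments are sequenced. Per the labels, cells were cultured on plates coated with antibodies to CD3 and CD28 for 5 days (the study's methods give 3 days on coated dishes, then uncoated ones) and moved to fresh medium 4 h before harvest, either without stimulus (resting) or with PMA and ionomycin (stimulated), a pair of drugs that imitate signalling from the T cell receptor. Irradiation was at 254 nm with 8000 mJ. For RNA-seq, polyadenylated RNA was selected on oligo-dT beads from the same kind of lysate before a stranded total RNA library kit was used. 4 of the RNA-seq libraries came from cells given actinomycin D, an inhibitor of RNA synthesis. The labels do not give the time of that treatment. The study's methods describe Trizol LS lysis of cells given the drug, without saying whether it was used for these RNA-seq libraries. In the study's methods the drug follows 4 h of PMA and ionomycin, in a time course from which cells were also taken for RNA-seq, and neither the time point used nor the course for resting cells is given in the sources used here.

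The RNA-seq values are the authors' normalised signal per gene: reads were aligned with STAR to mm10, and the deposited table holds gene read counts divided by 1 size factor per library. This was read from the values: in each library every value was a whole multiple of the same step to within 0.01 read (100% of values), for genes of all lengths, although the study's methods describe values scaled by transcript length. The counting tool, its annotation and whether it used strand are not given in the sources used here, so values of genes that overlap, or that have an antisense partner, are uncertain. The recovered depth was 24154849 to 31042504 gene reads per library. A second deposited table held the same values in its 8 value columns and was not used. For GCLiPP, per the study's methods, reads were aligned to mm10 with Bowtie2, duplicates were collapsed, all mouse experiments were pooled and peaks were called inside 3′ UTRs. The deposited peak list gives the authors' score per peak, a whole number whose meaning no source states. The score was used only to describe and rank peaks within that list. It has no values per GCLiPP library, so no GCLiPP contrast between conditions was analysed here.

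Groups came from the labels, with 1 RNA-seq library for each combination of cell type, stimulation and actinomycin D. No condition was repeated, so matched libraries across conditions served as the replicates of each contrast. The p-values therefore measure only the spread between these libraries, which holds technical differences and any difference between the conditions. limma with a mean-variance trend was run on log2(value + 1), so fold changes are on that scale and understate the change of low genes. Genes with a mean of at least 50 entered (10972 of 43432 in the table, of which 23589 had a value above 0). That minimum stands in for 1 FPKM, the filter fixed for another unit, which for a transcript of 2 kb is 52 reads at this depth. Calls are at a Benjamini-Hochberg adjusted p under 0.05. The actinomycin contrast set each treated library against the untreated library of its own cell type and state (4 pairs). The stimulation and cell type contrasts used additive models of all 8 libraries. A pair of interaction models asked whether the stimulation change differed with actinomycin D or between cell types. edgeR's quasi-likelihood test and DESeq2 were run on the recovered reads of 7 libraries. They took in 14035 genes for stimulation and cell type and 14791 for the other contrasts, so their counts are over other genes than limma's. The stimulated CD8 library with actinomycin was left out there because a factor this near 1 was not accepted as a scaling of counts, although its values were whole multiples of 1 step as in the other libraries.

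A set of 29 gene lists was fixed before the data were examined, as were the tests, the alternatives and the rule for named genes, except where an alternative is said to have been chosen after seeing the data. The lists were immediate-early activation genes, cytokines and chemokines, Th2 identity, CD8 effector identity, T cell core genes, markers of B cells, myeloid cells, antigen-presenting cells, NK cells, erythroid cells and stromal cells, decay-related RNA-binding proteins, other RNA-binding proteins, targets of Roquin and Regnase, labile transcripts with AU-rich elements, PIM kinases, selenoproteins, glycolysis, cell cycle, interferon response, p53 targets, heat shock, T cell quiescence and homing, genes named in the study, ribosomal proteins, nuclear-encoded oxidative phosphorylation (OXPHOS), mitochondrially encoded RNAs, histones and zinc finger proteins of the KRAB type. The last of these was a KRAB-like list, and a KRAB domain was not checked for each member. Lists were tested with camera at a preset correlation of 0.01, and again with the correlation estimated for each list. Named genes were the 10 with the highest and the 10 with the lowest fold change among those past the threshold, with a mean of at least 250 and the same direction in all 4 matched pairs, leaving out predicted gene models. To these were added the 2 highest and the 2 lowest members of each list and the genes named in the study. The share of each gene's 50-nt words that also occur in another gene of the reference marks genes whose reads may be split between copies.

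Peak positions were set against the GRCm38 genome (mm10) and its GENCODE annotation, with an overlap of 1 nt deciding the class of a peak. For motifs, 1 annotated 3′ UTR per gene was used, and the peaks lying inside it (24007 of 27729) were placed at random 100 times within the same UTR. The 14 motifs were adjusted together, and the smallest p these placements can give is 0.0198 (two-sided). Differences in median actinomycin change between groups of genes were tested with 1e+05 permutations within strata of RNA level and 3′ UTR length (two-sided, smallest p 1e-05). Genes are not independent replicates, so these p-values describe the gene sets. The limma contrasts, the motif placement and the difference of medians were tested on simulated data, and camera, edgeR, DESeq2 and the correlations were not. With 100 changed genes per fold size at a dispersion of 0.01, all 100% were recovered at log2 changes of 1 and 2 for actinomycin, stimulation and cell type, 92.0% and 99.0% for the stimulation by actinomycin interaction, and 89.0% and 100% for the stimulation by cell type interaction, with 7 to 15 false calls among 10972 genes. The common dispersion that edgeR estimated from the recovered reads was higher (0.0308 to 0.0761), so these simulations can overstate what is recovered from the data. On unchanged simulated peaks the placement test called 1, 0 and 2 of 20 runs for the 3 motifs tried, and with a motif planted in 2% of peaks 17, 20 and 20. The difference of medians was called in 2 of 20 runs with none planted and in 20 of 20 with 0.1 planted. Alternatives covered the pseudocount, the filter, the scaling of libraries, the trend, the model, leaving out libraries, the count tests, the peak threshold, the overlap, the motif window and the placement. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used.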

Results

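RNA was measured in 8 RNA-seq libraries from mouse Th2 cells (CD4 T cells that make type 2 cytokines) and CD8 T cells, resting or stimulated with PMA and ionomycin, each without or with actinomycin D. Each condition had 1 library, with 24154849 to 31042504 gene reads, and 10972 genes were tested. Protein-coding genes held 96.95 to 98.34% of the values and mitochondrially encoded RNAs 1.25 to 2.12%. Ribosomal protein genes held 1.84 to 2.18% in the untreated libraries and 2.87 to 3.80% in those with actinomycin D. Correlations between libraries (Pearson, log2 values across genes) ran from 0.746 to 0.990. The Th2 resting and stimulated libraries correlated at 0.916 without and 0.983 with actinomycin D, and the CD8 libraries at 0.941 and 0.990. GCLiPP gave 27729 peaks pooled over 10 libraries.

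The actinomycin comparison asked which transcripts are lost when none are made. The study's methods take RNA for sequencing from irradiated lysate cleared of nuclei, and describe Trizol LS lysis for cells given the drug. Whether the treated libraries were prepared that way is not given. The contrast therefore cannot separate the drug from a difference in preparation shared by all 4 treated libraries. Dusp2, a phosphatase that switches off MAP kinases (mm10 chromosome 2, 127336159 to 127338376), fell by 5.89 ± 0.63 on the log2 scale (SE, 4 pairs; limma adjusted p = 0.00225), a 59.4-fold change. Nfkbia, the inhibitor of NF-κB (chromosome 12, 55489411 to 55492647), fell by 4.49 ± 0.51 (limma adjusted p = 0.00251). Dusp5, another MAP kinase phosphatase, fell by 4.45 (20.5% of its 50-nt words occur in other genes). Slfn2 (-4.21), the matrix metalloproteinases Mmp13 (-5.14) and Mmp10 (-3.95), the growth factor subunit Pdgfb (-4.09) and the adaptor Cass4 (-4.04; 29.6% shared 50-nt words) fell too. Mmp13 changed by -0.28 and -2.73 in resting Th2 and CD8 cells, against -9.18 and -8.37 in stimulated ones. Mmp10 changed by -2.45 and -1.27 against -5.35 and -6.73. Both means thus rest mostly on the stimulated pairs, where loss is not separated from a missing rise. Tagap, a GTPase-activating protein of T cells, fell by 5.34 but is uncertain, since 57.5% of its 50-nt words occur in another gene, and so is RP23-32A8.1, which fell by 6.99 with 45.3% shared.

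Rn7sk, the 7SK RNA that holds back transcription elongation, is made by RNA polymerase III (chromosome 9, 78175303 to 78175633). It rose by 2.95 ± 0.22 on the log2 scale (SE, 4 pairs; limma adjusted p = 0.00137), from a mean of 67.8 to 536 normalised reads, although 68.1% of its 50-nt words occur in other genes. The mitochondrial 12S ribosomal RNA mt-Rnr1 rose by 2.17 ± 0.15 (limma adjusted p = 0.00137), and Bzrap1 by 2.18. Plekha7, Cdc42bpg, Snx32, Pctp, Izumo4, Ccdc18 and Yam1 rose by 1.70 to 1.92, but 94.9% of the 50-nt words of Yam1 occur in other genes, most often in a ribosomal RNA, so its value is uncertain. In all, 4245 genes passed, 1842 higher and 2403 lower, of which 423 and 1401 changed at least 2-fold. These are shares of RNA and not amounts: scaled to the ribosomal protein genes, which moves the median of all genes by -0.43, 73 genes were higher and 3247 lower, and quantile normalisation, which moves it by 0.13, gave 2597 higher and 2012 lower. A model with the stimulation by actinomycin interaction called 6776 genes, edgeR called 2186 on the recovered reads, and leaving out the CD8 stimulated, Th2 resting or CD8 resting pair left 2216, 2464 or 2643.

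**Figure D1:**
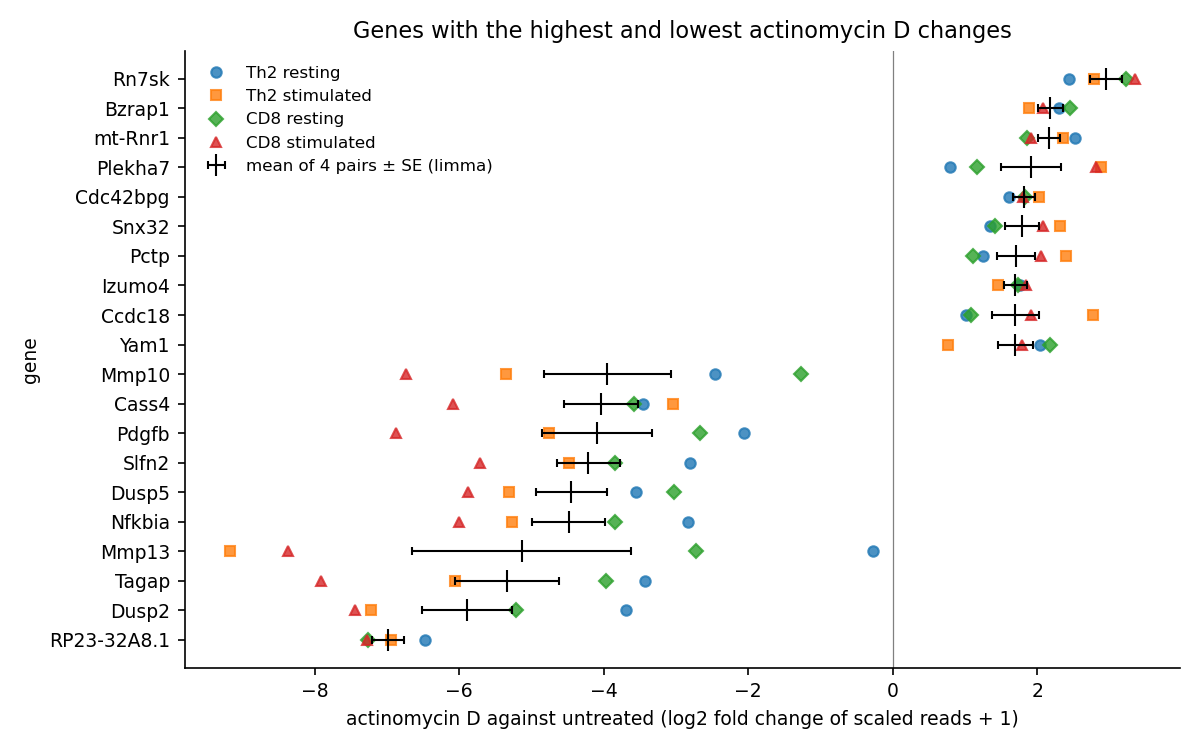
Log2 fold change with actinomycin D (scaled reads + 1) of the 10 genes that rose most and the 10 that fell most among those with a mean of at least 250 normalised reads and the same direction in all 4 pairs, leaving out predicted gene models, as points for the 4 matched pairs of libraries and a bar for the mean ± SE. Of these Rn7sk has the highest mean (2.95) and RP23-32A8.1 the lowest (-6.99).

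By group, part of the members of several lists fell, taken as means of the 4 pairs. In some lists the stimulated pairs fell further than the resting ones, and there loss is not separated from a missing rise. The median difference, stimulated minus resting, was -1.86 for immediate-early genes and -2.14 for cytokines. It was -1.75 for Roquin and Regnase targets, -1.55 for AU-rich transcripts and -0.51 to 0.59 for the other lists in this paragraph. Of 37 immediate-early activation genes 17 fell and 1 rose (18 passed adjusted over the list alone), and the riser was the transcription factor subunit Fosb, by 3.02 ± 0.50 (limma adjusted p = 0.00696). Of 28 cytokines and chemokines 9 fell (7 adjusted over the list alone), as did 7 of 18 Th2 identity genes (8 adjusted over the list alone), among them Cd40lg, the ligand of CD40 (-2.40). Of 16 genes of T cell quiescence and homing 10 fell (11 adjusted over the list alone), including the homing regulator Klf2 (-3.11) and its activator Foxo1 (-2.03). Of 23 decay-related RNA-binding proteins 9 fell and 1 rose (12 adjusted over the list alone): the riser was Zfp36, which binds AU-rich elements, by 0.79. Of 26 labile transcripts with AU-rich elements 10 fell and 2 rose (12 adjusted over the list alone), and of 13 Roquin and Regnase targets 3 fell (3 adjusted over the list alone), with Irf4 at -2.97. Of 255 genes in the KRAB-like zinc finger list 143 fell and 7 rose (158 adjusted over the list alone). They ran from Zfp213 at -4.12 (52.3% shared 50-nt words) to Zfp692 at 1.23, and a KRAB domain was not checked for each gene. In the p53 list 7 of 14 fell (7 adjusted over the list alone), including the stress sensor Sesn2 (-2.76) and the kinase Plk2 (-2.24), and in the heat shock list 3 of 8 fell (3 adjusted over the list alone), including the chaperone partners Dnajb1 (-2.08) and Bag3 (-2.07).

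Part of the nuclear-encoded OXPHOS and ribosomal protein genes took a larger share, and fewer a smaller one. Of 84 nuclear-encoded OXPHOS genes 37 rose and 4 fell (49 adjusted over the list alone), with Cox6b2 at 1.26 and Cox7c at -2.07 (27.9% shared 50-nt words). Of 75 ribosomal protein genes 28 rose and 13 fell (53 adjusted over the list alone). Their median was 0.59 and their mean 0.13, because genes such as Rps27a (-2.94) and Rpl23a (-2.74), with 72.0% and 85.7% shared 50-nt words, fell far. Scaled to the ribosomal proteins themselves, the medians were 0.16 for ribosomal and 0.06 for OXPHOS genes. With the preset correlation camera called 10 lists: immediate-early, cytokines, Th2 identity, decay-related RNA-binding proteins, Roquin and Regnase targets, AU-rich, quiescence and zinc finger genes lower, and ribosomal and OXPHOS genes higher. With an estimated correlation none passed, the lowest being the zinc finger genes (adjusted p = 0.599 with an estimated correlation) and the others at an adjusted p of 0.947 or 0.948 with an estimated correlation.

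**Figure D2:**
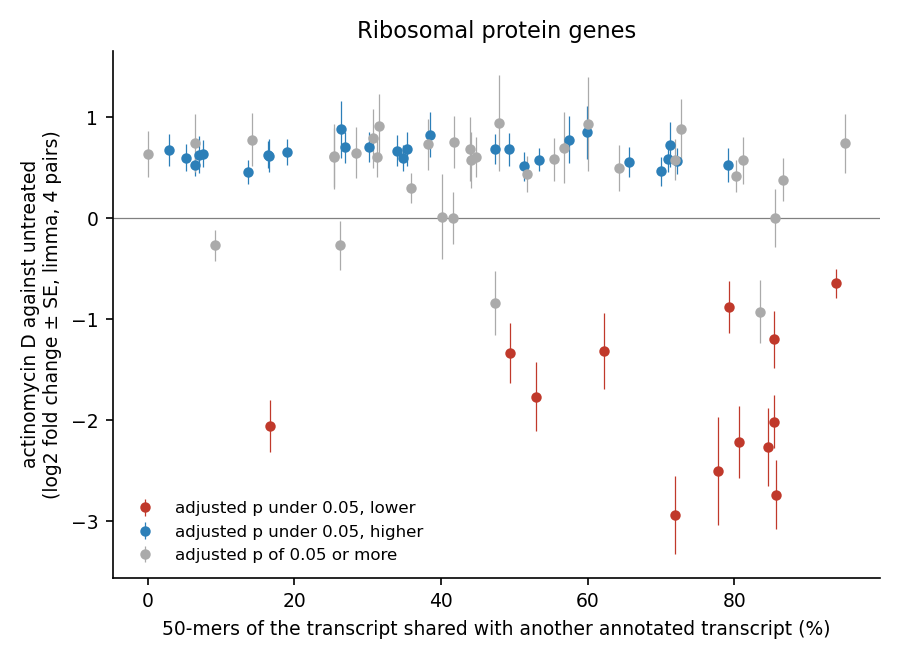
Actinomycin log2 fold change (± SE, 4 pairs) of 75 ribosomal protein genes against the percent of their 50-nt words that occur in another transcript, coloured by whether and in which direction they passed. The 13 genes that fell lie mostly on the right, at high shared sequence, and 28 that rose spread over the axis.

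Other lists moved less or in both directions. T cell core genes rose in 4 and fell in 6 of 22 (10 adjusted over the list alone): the receptor chains Cd3g and Cd3e rose by 0.63 and 0.52. Their median was 0.06 and their mean -0.17. CD8 effector genes rose in 3 and fell in 5 of 26 (8 adjusted over the list alone), with the coreceptor chain Cd8b1 at 0.51 and the regulator Tbx21 at -3.24. Their median was 0.16, their mean -0.25 and camera's direction up. Of 16 selenoproteins 6 rose and 3 fell (10 adjusted over the list alone), of 18 glycolysis genes 4 and 3 (8 adjusted over the list alone), of 29 other RNA-binding proteins 3 and 6 (9 adjusted over the list alone), of 10 mitochondrially encoded RNAs 3 and 3 (7 adjusted over the list alone; mt-Rnr1 rose, mt-Tl1 at -3.43 and mt-Nd2 at -1.45 fell), of 24 cell cycle genes 1 and 1 (0 adjusted over the list alone) and of 11 interferon genes 1 and 2 (1 adjusted over the list alone). Of the PIM kinases Pim3 fell by 2.02 ± 0.20 (limma adjusted p = 0.00199) and Pim1 fell 2.29-fold, while Pim2 rose by 0.53 and passed only over the list (3 of 3 adjusted over the list alone). Among markers of other cells, 1 of 6 B cell genes fell (1 adjusted over the list alone), 1 of 5 antigen-presenting genes rose (0 adjusted over the list alone), the only measured myeloid gene, Cd68, rose by 1.64 (1 adjusted over the list alone), and Pecam1, the only stromal gene measured, did not pass over all genes (1 adjusted over the list alone). None of 3 NK genes and 4 histone genes passed, and no erythroid gene reached the minimum. Of 15 genes the study named, Gpx4 (uncertain, with 61.7% shared 50-nt words), Cd3g, Cd3e and Cd8b1 rose and Pim3 and Ikzf1 fell (6 adjusted over the list alone). The study picked some of them on these samples and others on human cells, so this is not all independent evidence. Their median was -0.13 and camera's direction up.

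The stimulation comparison asked what 4 h of PMA and ionomycin change. Over all 8 libraries 13 genes passed, all higher, among them the kinases Plk3 and Pim3, the cytokines Il10 and Il13 and the activation marker Cd69. Plk3, a stress-responsive polo-like kinase (chromosome 4, 117128655 to 117133963), rose by 3.54 ± 0.19 on the log2 scale (SE; limma adjusted p = 0.00176), 11.6-fold. Pim3, a serine/threonine kinase that favours cell survival (chromosome 15, 88862186 to 88865718), rose by 3.07 ± 0.20 (limma adjusted p = 0.00308), with 2.90 and 2.81 in untreated Th2 and CD8 cells and 2.73 and 3.84 with actinomycin D. Hbegf, a ligand of the EGF receptor, rose by 4.02, Il10 by 3.15, Il13 by 2.92, Cd69 by 2.27, Errfi1 by 1.53, Notch1 by 1.21 and Cdk17 by 1.18, and Yrdc by 1.80, although 27.8% of its 50-nt words occur in other genes.

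Most stimulation changes were seen in the untreated libraries. At 2-fold or more, 1051 genes were higher and 984 lower in Th2 cells, and 827 and 549 in CD8 cells, against 141 and 48 in Th2 and 131 and 28 in CD8 cells with actinomycin D (1 library against 1, no replicate check). In the 4 untreated libraries alone, with cell type as a block, limma called 1238 genes, 723 higher and 515 lower. There 28 of 37 immediate-early genes rose (35 adjusted over the list alone), with medians of 2.14 in Th2 and 2.59 in CD8 cells against 0.29 and 0.36 with actinomycin D. Of 28 cytokines and chemokines 21 rose (25 adjusted over the list alone), with medians of 3.66 and 3.41 against 1.38 and 0.99. AU-rich labile transcripts rose in 17 of 26 (21 adjusted over the list alone) and Roquin and Regnase targets in 8 of 13 (10 adjusted over the list alone). Of 24 cell cycle genes 10 fell (16 adjusted over the list alone), with medians of -1.23 in Th2 and -0.57 in CD8 cells against 0.32 and 0.14 with actinomycin D. Over all 8 libraries 1 immediate-early gene passed (17 adjusted over the list alone), 2 cytokines (21 adjusted over the list alone) and 1 AU-rich transcript (16 adjusted over the list alone), and camera called 14 lists with the preset correlation but none with an estimated correlation (lowest adjusted p = 0.188 with an estimated correlation). With matched conditions as a block 6 genes passed, 5 of them among the 13. The count of 13 fell to 3 without the Th2 resting or the CD8 stimulated actinomycin library, to 4 without the CD8 resting, CD8 stimulated or Th2 resting actinomycin library and to 6 without the Th2 stimulated actinomycin library. edgeR called 3 and DESeq2 428.

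**Figure D3:**
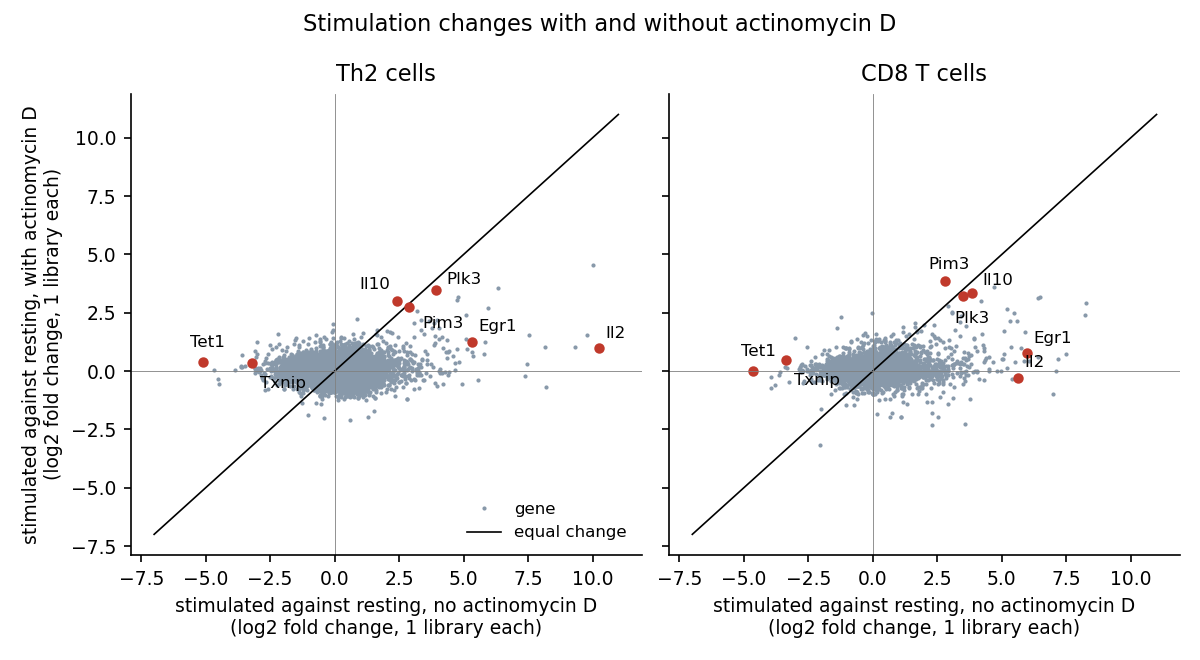
Log2 fold change of stimulated against resting cells without actinomycin D (horizontal) and with it (vertical), 1 point per gene, in Th2 and CD8 cells, with the line of equal change. Pim3, Plk3 and Il10 lie near the line, whereas Il2, Egr1, Tet1 and Txnip change without actinomycin D and lie near 0 or far below the line with it.

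The interaction of stimulation and actinomycin D tested that difference. Il2, the T cell growth factor (chromosome 3, 37120523 to 37125959), rose in stimulated Th2 and CD8 cells by 10.26 and 5.62 on the log2 scale, against 0.98 and -0.28 with actinomycin D, a difference of -7.59 ± 1.36 (limma adjusted p = 0.0186). The early transcription factor Egr1 differed by -4.64 ± 0.46 (limma adjusted p = 0.00504), and so did the chemokines Ccl3 and Ccl4 (-5.26 and -4.95), Egr3 (-5.49), Nr4a3 (-5.10), Inhba, Olr1, Car2 and Mmp13. In the opposite direction, Tet1, an enzyme of DNA demethylation, changed by -5.11 and -4.63 with stimulation in untreated Th2 and CD8 cells, and by 0.41 and 0.02 with actinomycin D (difference 5.08 ± 0.32, limma adjusted p = 0.00173). Txnip, a brake on glucose uptake, and S1pr1, the receptor for lymph node exit, both differed by 3.71. Of 1591 genes that passed, 775 had a positive and 816 a negative difference. Negative differences took in 23 of 37 immediate-early genes (27 adjusted over the list alone; adjusted p = 0.16 with an estimated correlation), 12 of 28 cytokines (18 adjusted over the list alone; adjusted p = 0.16 with an estimated correlation), 35 of 75 ribosomal proteins (44 adjusted over the list alone; adjusted p = 0.319 with an estimated correlation) and 13 of 84 OXPHOS genes (19 adjusted over the list alone; adjusted p = 0.319 with an estimated correlation). Positive ones took in 14 of 24 cell cycle genes (19 adjusted over the list alone; adjusted p = 0.387 with an estimated correlation) and 5 of 16 quiescence genes (8 adjusted over the list alone, adjusted p = 0.504 with an estimated correlation). Without the Th2 stimulated, Th2 resting, CD8 resting or CD8 stimulated actinomycin library the count was 25, 117, 135 or 534, without the untreated Th2 resting, CD8 resting or CD8 stimulated library 227, 321 or 3315, and by edgeR 321. The count tests went both ways: DESeq2, on the same libraries as edgeR, called more than 1591 genes. Both keep only 1 stimulated library with actinomycin D, so neither decides how many genes differ. Scaled to the ribosomal proteins, which puts the median of all genes at 0.68, 4378 differences were positive and 299 negative. The OXPHOS median then turned from -0.36 to 0.34.

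The interaction of stimulation and cell type asked whether Th2 and CD8 cells respond differently. limma called 0 genes, with 27 of 10972 at an unadjusted p under 0.05. The count tests took in 14791 genes on 7 libraries. edgeR called 0, with 396 at an unadjusted p under 0.05, and DESeq2 16. Libraries without and with actinomycin D served as replicates here. Their stimulation changes differed in 1591 genes by limma, which adds to the spread between replicates. The 0 therefore cannot show that both cell types respond alike. No list had a member past the threshold. With the preset correlation camera called 6 lists, with CD8 effector genes higher and interferon genes lower in the CD8 response (adjusted p = 0.00426 and 0.00223), and none with an estimated correlation (adjusted p = 0.904 with an estimated correlation for both).

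The cell type comparison set CD8 against Th2 cells. Per the study's methods, Th2 cultures were given an antibody to IFN-γ and other cytokines than CD8 cultures. CD4 and CD8 cells were isolated by positive and negative selection, respectively. The contrast cannot separate cell type from these differences in medium and isolation. Il18r1, a receptor chain for interleukin 18, was higher in CD8 cells by 6.65 ± 0.16 on the log2 scale (SE; limma adjusted p = 8.2e-07), and the cytokine Ifng by 6.18 ± 0.78 (limma adjusted p = 0.00134). The cytotoxic protease Gzmk was higher by 5.95, the activating receptor Klrk1 by 5.24 and the ATP-gated channel P2rx3 by 7.50. Higher in Th2 cells were Cd4, the coreceptor that defines their lineage (chromosome 6, 124864692 to 124888221), at -9.04 ± 0.69 (limma adjusted p = 0.000109), the neuropeptide gene Nts at -10.60, the parathyroid hormone gene Pth at -9.46 and Cyp11a1, the enzyme that starts steroid synthesis, at -8.56. Of 2358 genes that passed, 1094 were higher in CD8 and 1264 higher in Th2 cells. Chl1, Serpinb5, Bst1 and Il18rap were also among the 10 with the highest fold change, and Adamtsl3, Akr1c18, Ighg1, Moxd1, Efna5 and Cxcl3 among the 10 with the lowest.

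Lineage genes followed the labels with exceptions. Of 18 Th2 identity genes 16 were higher in Th2 cells (18 passed adjusted over the list alone; adjusted p = 0.0942 with an estimated correlation), with Il13 at -8.22 and Il4 at -7.63. The exception was Il1rl1, the receptor for interleukin 33, higher in CD8 cells by 5.25 ± 0.14 (limma adjusted p = 1.1e-06), from 71.6 and 113.3 normalised reads in resting and stimulated Th2 cells to 2876 and 3563 in CD8 cells. Of 26 CD8 effector genes 15 were higher in CD8 cells and 4 in Th2 cells (24 adjusted over the list alone; adjusted p = 0.474 with an estimated correlation), the latter with the granzymes Gzmg at -4.18 and Gzmd at -3.67 (19.8% and 21.9% shared 50-nt words). Cytokines were higher in Th2 cells in 13 of 28 and in CD8 cells in 3 (20 adjusted over the list alone; adjusted p = 0.631 with an estimated correlation), and T cell core genes in Th2 cells in 6 of 22 (8 adjusted over the list alone), with Tcf7, a factor of naive and memory T cells, at -2.21. Markers of other cells moved with cell type: all 5 antigen-presenting genes (5 adjusted over the list alone; adjusted p = 0.379 with an estimated correlation) and 4 of 6 B cell genes (6 adjusted over the list alone; adjusted p = 0.138 with an estimated correlation) were higher in Th2 cells, with H2-Aa at -5.23 and Cd79a at -3.75. The NK receptor Klra7 was higher in CD8 cells by 1.98 (1 of 3 NK genes, 1 adjusted over the list alone), and the endothelial gene Pecam1 in Th2 cells (-1.49). Of 15 genes the study named, Cd8b1 was higher in CD8 cells by 2.15 ± 0.12 (limma adjusted p = 2.7e-05) and 5 were higher in Th2 cells, Cd4 and Pim3 (-1.45) among them (6 adjusted over the list alone, not all independent evidence). Leaving out the CD8 stimulated or the Th2 resting actinomycin library left 1466 or 1534 calls, and a model with matched conditions as a block gave 4037.

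The GCLiPP peak list mapped RNA held by proteins. Its 27729 peaks, each 70 nt wide, lay on 6689 genes, with a median of 2 and a mean of 4.15 peaks per gene. Ccnd2, a cyclin of the early cell cycle, had the most (69), followed by the microRNA effector Ago2 (65), Nfat5 (51), Rbpj (48) and the costimulatory receptor Cd28 (47). By annotation 26909 peaks (97.04%, 95% Wilson interval 96.84 to 97.24%, counting error only) overlapped a 3′ UTR, which follows from peaks having been called there, while 42 lay in coding exons, 135 in introns and 468 between genes. The authors' score ran from 13 to 22514 with a median of 24. Across 6486 genes the summed score followed the mean untreated RNA level (Pearson 0.558, Spearman 0.555), as did the number of peaks (Spearman 0.549), whose correlation with 3′ UTR length was 0.185 (Spearman, 5767 genes). Genes are not independent replicates. No replicate check was possible from the peak list, since libraries were pooled. The study itself reported that local read density was reproducible across pooled experiments in both cell types.

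Among genes the study named, Pim3 had 11 peaks. The highest, on the plus strand of chromosome 15 at 88865565 to 88865634 in the 3′ UTR, had a score of 79, held an AU-rich pentamer (AUUUA) and took 19.9% of the gene's score. Actb had 8 peaks and a summed score of 42050. The highest peak of Cd3e, a T cell receptor chain (minus strand of chromosome 9, 44998747 to 44998816, score 349), held the polyadenylation signal AAUAAA, and so did those of Cd3g (score 110), Cd8b1 (35), Usp25 (105) and the early response gene Ier3 (chromosome 17, 35822843 to 35822912, score 128). Arrb2, an adaptor of receptor signalling, had 3 peaks, of which 1 took 93.1% of the score. Hif1a had 17 peaks, Ikzf1 18, Cd4 19, Stat6 9, Cd5 4, Usp25 3, Gpx4 3 and Nr4a1 1. The kinases Pim1 and Pim2 had 13 and 6.

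The motif comparison asked which elements sit in peaks more often than in the rest of the same 3′ UTR. The polyadenylation signal AAUAAA was in 6.44% of 24007 peaks, against 5.18% ± 0.14 (SD) over 100 placements (permutation p = 0.0198, the smallest possible, adjusted p = 0.0347). The Pumilio element was in 1.73% against 1.47% ± 0.07, the GU-rich element bound by CELF proteins in 4.23% against 3.88% ± 0.12, runs of A in 2.78% against 2.48% ± 0.09, and the zipcode start GGACU in 7.17% against 6.73% ± 0.16. AU-rich pentamers were less frequent in peaks (8.11% against 9.51% ± 0.19), as were AU-rich nonamers (0.546% against 0.787%) and runs of U (2.63% against 4.14%), and all 8 had the same adjusted p. Peaks also held less U (28.1% against 29.3%) and A (24.3% against 24.8%) than placements. They held more G (23.9% against 23.0%) and C (23.6% against 22.9%). Lower shares of AU-rich motifs and runs of U are thus not separated from this shift in base content. C-rich stretches (2.80% against 2.59%, adjusted p = 0.0616), the AUUAAA variant and the let-7 and miR-155 seeds did not pass, nor did the reversed Pumilio and polyadenylation controls. Without peaks near the UTR end the Pumilio element (ratio 1.12), the CELF element (1.06) and runs of A (1.07) no longer passed. Runs of A did not pass in the central 30 nt either (1.06), where the Pumilio (1.24) and CELF (1.125) elements did. Against placements outside called peaks these motifs passed (1.34 for Pumilio, 1.08 for CELF and 1.18 for runs of A). GGACU no longer passed in peaks scoring above the median (1.04). With 1000 placements kept between the outermost peaks of each UTR, an alternative chosen after seeing the data that leaves 14188 peaks, 4 motifs passed and none was higher in peaks: the AU-rich pentamer and nonamer, runs of U and the reversed polyadenylation control (ratio 0.841). That control was also rarer against placements outside called peaks (ratio 0.836). Between outermost peaks and against those placements, a lower share in peaks is thus not specific to AU-rich elements. The control's ratio without peaks near the UTR end (0.790) cannot decide this, because placements were still drawn from the whole UTR. In the main setting the control did not pass (ratio 0.993), and in peaks scoring above the median it passed as higher (1.09). The AU-rich pentamer stayed lower in peaks scoring above the median (0.839). In the central 30 nt of peaks AAUAAA was rarer than in placements (ratio 0.704), as was its reversed control (ratio 0.684). Without peaks near the UTR end AAUAAA was rarer too (ratio 0.861). C-rich stretches passed as higher in the central 30 nt (ratio 1.46) and without peaks near the UTR end (1.12). They also passed against placements outside called peaks (1.15), but not in peaks scoring above the median (1.08) or between outermost peaks (1.03). The let-7 seed passed as higher only in the central 30 nt (1.34) and against placements outside called peaks (1.36). The AUUAAA variant passed as lower in the same settings as C-rich stretches (0.661, 0.815 and 0.833).

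**Figure D4:**
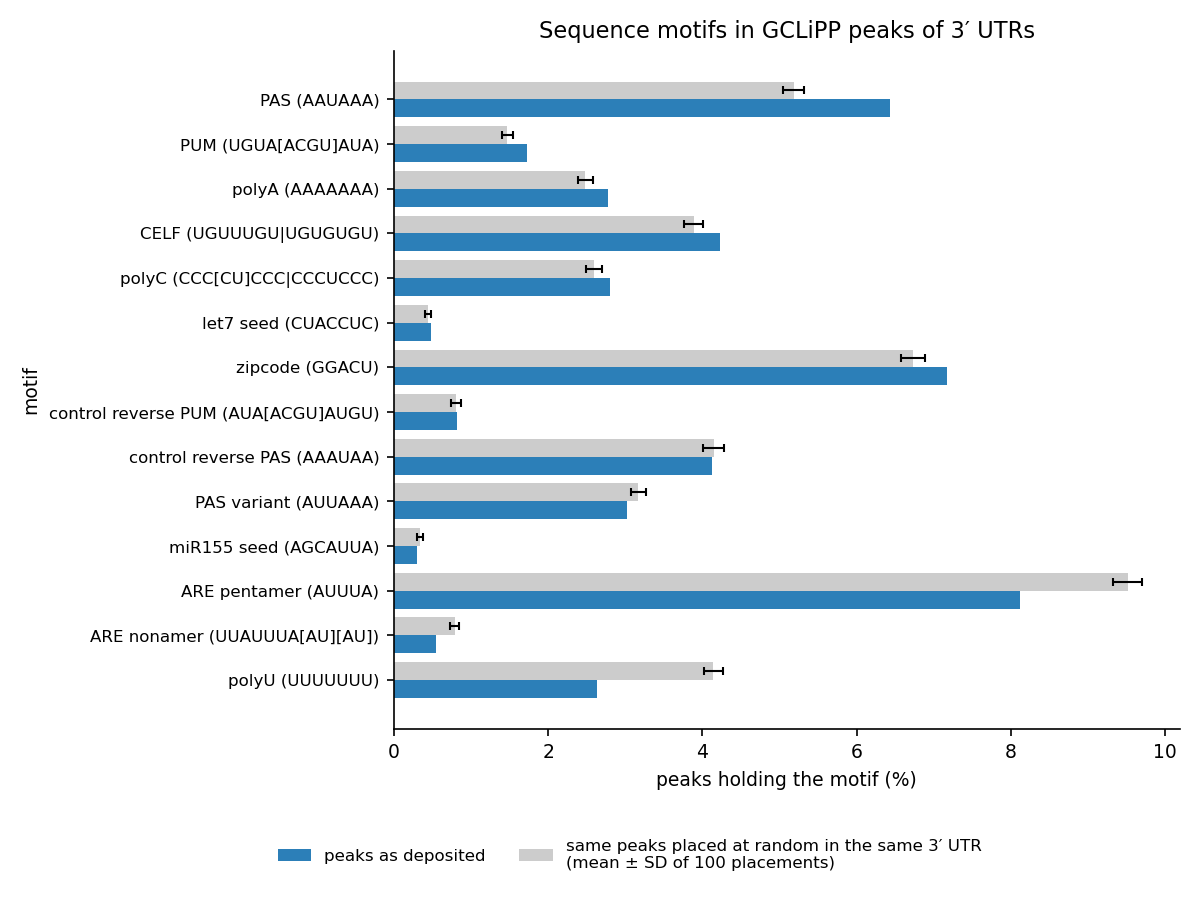
Percent of 24007 GCLiPP peaks in 3′ UTRs that hold each of 14 motifs (blue) and of the same peaks placed at random in the same 3′ UTR (grey, mean ± SD of 100 placements). AAUAAA and the Pumilio element are above their placements, and AU-rich elements and runs of U below.

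Motifs and transcript loss were then compared across genes. Genes with an AU-rich pentamer in a peak had a median actinomycin change of -0.20, against -0.14 for genes with it only outside peaks and 0.16 for genes with a peak and none. Within strata of RNA level and UTR length the first difference was -0.104 (1371 against 2877 genes, permutation adjusted p = 0.0006) and the difference from genes with none -0.291 (permutation adjusted p = 3.3e-05). The first did not pass in resting cells (-0.0378) or for the AU-rich nonamer (-0.112). For the Pumilio element these were -0.150 (364 against 1314 genes, permutation adjusted p = 0.0101) and -0.387 (permutation adjusted p = 3.3e-05). For the CELF element the first did not pass (-0.047, permutation adjusted p = 0.168) and the second did (-0.144, permutation adjusted p = 0.00022). Genes with any peak had a lower change than genes with none at matched RNA level (-0.109, 6487 against 4485 genes, permutation adjusted p = 0.000175). In UTRs with exactly 1 AU-rich pentamer, chosen after seeing the data, the difference between inside and outside peaks was -0.025 (permutation p = 0.718), so the number of elements per UTR is not separated from their position.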

Values the study reported

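The study reported 7541 genes with values both for the mouse to human correlation of GCLiPP profiles and for transcript instability. It placed the turnover rate of the Pim3 transcript among the top 2% of expressed mRNAs. It also reported 1047 peaks shared between mouse and human, from 901 3′ UTRs.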

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

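The interaction of stimulation and actinomycin D was a planned test; the tests of explanations in this part were chosen only after its result was seen. It singled out 1591 genes whose stimulation change differed between libraries with and without actinomycin D. The genes with the highest differences on the log2 scale were Tet1 (5.08), Txnip (3.71), S1pr1 (3.71), Arhgef39 (3.23), St8sia4 (3.10), Pik3ip1 (3.08), Slain1 (3.00), Abcg3 (2.93), Fam64a (2.87) and Scml4 (2.79). Those with the lowest were Il2 (-7.59), Mmp13 (-7.27), Inhba (-5.75), Olr1 (-5.71), Egr3 (-5.49), Ccl3 (-5.26), Nr4a3 (-5.10), Car2 (-5.04), Ccl4 (-4.95) and Egr1 (-4.64). Of the genes the study named, Usp25 (1.11), Stat6 (-0.80), Cd5 (-1.40) and Nr4a1 (-3.10) passed. Some of these genes share sequence with others and are uncertain in size: 18.4% of the 50-nt words of Txnip and 12.6% of those of Il2 occur in another gene.

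Stimulation changes were small in the actinomycin libraries in both directions. If transcripts had decayed after a full response, genes that fell with stimulation should have stayed low, since a block cannot refill them. This was read in Th2 cells, for the genes that fell at least 2-fold in CD8 cells. Their median stimulation change was -1.32 in untreated Th2 cells and 0.0998 with actinomycin D. The second value alone could also come from loss in the resting actinomycin library. Their median actinomycin change, however, was -0.35 in resting and 1.03 in stimulated Th2 cells. Stimulated cells with the drug thus held a larger share of these transcripts than those without, which argues against decay after a full response. Resting libraries in place of the stimulated ones are also argued against, because 72 genes were at least 2-fold higher in the stimulated library of both actinomycin pairs, where independent lists would share 1.68. The values are consistent with transcription having been blocked before most of the response: genes that rose in Th2 cells had a median of 0.957 in untreated and 0.0665 in actinomycin-treated CD8 cells. This reading runs against the study's methods, where the drug follows 4 h of the stimulus, so it stays a hypothesis and the cause stays open, as does a biological effect of the drug on signalling, which was not tested.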

How the results depend on the processing

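The pseudocount of 50, the ribosomal protein scaling for contrasts other than actinomycin, the models with the interaction, the count tests, leaving out libraries in the interactions, peaks scoring above the median for motifs, UTRs with exactly 1 motif and the placements between outermost peaks were chosen after seeing the data. A result counted as kept if it stayed on its side of the threshold, with the same direction where it passed in either setting. Results passing in neither setting counted as kept even where the direction turned. Kept were 1920 of 2090 comparisons with an alternative for actinomycin (91.9%), 2425 of 2597 for stimulation and 2468 of 2681 for cell type. For stimulation by actinomycin 1961 of 2277 were kept, for stimulation by cell type 2002 of 2005 and for motifs 44 of 70. No gene passed for stimulation by cell type in the main fit, so its count does not show stable directions. Where results were not kept, the cause was not tested unless stated. For GCLiPP no paired analysis was possible because its peak list holds no values per library, and for the same reason the planned GCLiPP contrasts of stimulation in Th2 and CD8 cells and of cell type, with DESeq2, without a filter, with the experiment as a block and without each replicate, were not run. Depth was not varied, so what it limits in the RNA results is not shown. For actinomycin the count was 6776 with the interaction in the model, 2186 with edgeR (1922 genes shared) and 2216 to 4051 without a pair (lowest without the CD8 stimulated pair). Cd4 (-0.26, not passing) had 0.75 with DESeq2 (adjusted p = 0.0320). For stimulation the count was 8 with a pseudocount of 50, 21 without a filter, 6 with matched conditions as a block, 1238 in the untreated libraries, 1155 with the interaction, 3 with edgeR, 428 with DESeq2 and 3 to 12 without a library (3 without Th2 resting or CD8 stimulated actinomycin), and Rpl10a turned from -0.14, not passing, to 1.10 in the untreated libraries. For cell type it was 1457 with ribosomal protein scaling, 4037 with a block or the interaction, 1187 in the untreated libraries, where fewer samples enter, and 1466 to 2484 without a library (lowest without CD8 stimulated actinomycin). For stimulation by actinomycin it was 940 without a filter, 4677 with ribosomal protein scaling, 321 with edgeR and 25 to 3315 without a library (25 without Th2 stimulated actinomycin, 3315 without CD8 stimulated), and for stimulation by cell type 16 with DESeq2 and 0 without any library. The other libraries that moved a count by over 1.5 times are named with each comparison above. Camera with an estimated correlation called 0 lists in each of the 5 contrasts.

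The share of peaks in 3′ UTRs was 97.4% for genes with a mean of at least 250 and 97.6% for peaks scoring above the median. Motifs passing went from 8 to 4 with 1000 placements kept between the outermost peaks, which leaves 14188 of 24007 peaks, and the effects of region, peaks and number of placements were not separated. Of the 4, 3 were among the 8 and the other was the reversed AAUAAA control. Among motifs that passed in the main or the alternative setting, some ratios of observed to placed share turned. AAUAAA turned in the central 30 nt (0.704), without peaks near the UTR end (0.861) and between outermost peaks (0.937). The reversed Pumilio control turned in the central 30 nt (0.418) and the reversed AAUAAA control in peaks scoring above the median (1.09). Runs of A turned between outermost peaks (0.985). In the central 30 nt and without end peaks, placements still came from the whole UTR, so those turns do not show depletion. The AU-rich difference inside against outside peaks was -0.0378 in resting cells, -0.112 for the nonamer and -0.0247 with exactly 1 motif, and against none -0.107 with exactly 1, and it passed in none of these. For Pumilio inside against outside it was -0.159 with exactly 1 and no longer passed. For CELF, which did not pass, it was -0.0723 at a mean of at least 250 and -0.124 in stimulated cells, both passing, and 0.0142 in resting cells and 0.0562 with exactly 1, neither passing. CELF against none was -0.0297 with exactly 1 and no longer passed.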

Other observations

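The cell type contrast held differences outside the lineage lists. Of 29 other RNA-binding proteins 5 were higher in CD8 cells and none lower at the threshold (5 adjusted over the list alone, adjusted p = 0.631 with an estimated correlation), led by Igf2bp2, a protein that stabilises bound mRNAs, at 2.77. Of 4 histone genes 3 were higher in Th2 cells (3 adjusted over the list alone, adjusted p = 0.379 with an estimated correlation), and of 16 quiescence genes 4 were higher in Th2 and 1 in CD8 cells (5 adjusted over the list alone), with the interleukin 6 receptor gene Il6ra at -3.97. Cd74, the invariant chain of MHC class II, had 2168 and 3517 normalised reads in resting and stimulated Th2 cells and 145 and 699 in CD8 cells. Cd4 had 25.9 in resting and 280.9 in stimulated CD8 cells, the latter without a replicate.

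GCLiPP scores departed from RNA level for some genes, picked as the ends of a linear fit across 6486 genes. Among those highest above the line were Wdr89, Tmem38b, Lars2, Lrrc58, Fau, Vmp1, Oaz1, Rpl41 and Actb. Some of those lowest below it were Tpr, Eprs, Stk26, Smc5 and Hells. A few peaks carry names that start with cd8 (240) or th2 (107), and no source explains the names. Genes with such peaks had median CD8 against Th2 changes of 0.05 (115 genes) and -0.04 (66 genes), a difference that did not pass (permutation p = 0.112).

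The tests of explanations in the rest of this part, and the choice of the RNAs without a host gene and of Xist, Malat1 and Neat1, were made only after the results were seen. Of 6 small nucleolar, 7SK and mitochondrial ribosomal RNAs that have no host gene, 5 were higher with actinomycin D: Snord118 by 6.95 (from 0.849 to 232 normalised reads), Snord13 by 5.71, Rn7sk by 2.95, mt-Rnr1 by 2.17 and mt-Rnr2 by 0.96 passed and Snord104 (0.49) did not. The mitochondrial tRNA mt-Tl1, not counted among the 6, fell by 3.43, and of 21 small nucleolar RNAs inside a host gene 18 fell (median -2.45). Dilution by loss of other transcripts stays open: the median of the 6 was 2.56 and the 99th percentile of 10478 protein-coding genes 1.36, but Snord118 and Snord13 reached the minimum level only through the actinomycin libraries, so the median was raised by the selection. Nuclear RNA kept in the actinomycin libraries stays open: Xist, Malat1 and Neat1 were higher in 6 of 12 pairs, Xist in all 4 of its own (0.76, limma adjusted p = 0.0126), Neat1 in none and Malat1 in the Th2 pairs only. Weaker selection of polyadenylated RNA stays open: the median of the 6 rose in 4 of 4 actinomycin libraries, but this class was picked because members had risen, so that supports nothing, and such a difference cannot be told apart from the drug, which all 4 share. Yam1, not counted among the 6, also rose in all 4 pairs (mean 1.70). Most of its sequence occurs in other genes, most often in a ribosomal RNA, so its value is uncertain. Its rise leaves weaker selection open too, but cannot be told apart from the drug either. Continued synthesis by polymerases that resist the drug is a biological candidate that was not tested. Which polymerase makes each of the 6 was not checked, so this candidate need not cover them all.

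Of 75 ribosomal protein genes 13 fell and 28 rose with actinomycin D. Reads shared with near-identical copies are a candidate explanation: across the 75 genes the change fell as the share of shared 50-nt words rose (Spearman -0.389, permutation p = 0.00075; Pearson -0.401, permutation p = 0.0003), and 12 of the 13 genes that fell, against 11 of the 28 that rose, had more shared sequence than the median gene (47.4%). Genes are not independent replicates, and higher shared sequence also went with lower RNA level (Spearman -0.485). Faster decay of particular ribosomal protein transcripts was not tested and stays open.

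Other splits of the 8 libraries bear on the counts. For actinomycin 1 of 32 splits, the real one, called as many as 4245 genes, and the highest other called 26. For cell type 1 of 33 splits called as many as the real one, with 2358 genes against 8 for the highest other. For stimulation 2 of 33 splits called at least 13 genes, so the splits alone do not exclude chance for this count. The highest other called 318 and set the Th2 resting, CD8 resting and both Th2 actinomycin libraries against the rest. It thus joins stimulation in untreated cells with cell type in actinomycin-treated ones, and why it called more was not tested. Most of these splits put matched libraries on the same side, which can lower their counts beforehand, so low counts there do not exclude chance. In each contrast 8 splits part all 4 matched pairs, too few for a share under 0.05 (smallest 0.125), so they cannot exclude chance either. There the real split called 4245 genes for actinomycin, 2358 for cell type and 13 for stimulation, and the highest other 0. A stimulation response as such does not rest on this count, since 502 genes were at least 2-fold higher in both untreated pairs and 72 in both actinomycin pairs, where independent lists would share 79.2 and 1.68.

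Pim3 had a lower actinomycin change than all but 3.04% of tested genes (334 of 10972), and than all but 2.64% (152) of 5767 genes with a 3′ UTR peak. That is higher than the value quoted from the study above, which is over its own set of expressed mRNAs and need not use the same measure.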
